A study of Mus musculus with 31 samples.

How the data were processed

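The study measured RNA bound to tagged ribosomes in mouse sensory neurons by translating ribosome affinity purification (TRAP) followed by RNA sequencing. In Cre-positive mice a Cre recombinase driven from the Nav1.8 locus (the sodium channel gene Scn10a) switches on a GFP-tagged form of ribosomal protein L10a, so that ribosomes of Nav1.8-lineage neurons can be pulled down with an antibody to GFP. Central axons came from lumbar dorsal roots with spinal cord, peripheral axons from sciatic nerve, and somas from lumbar dorsal root ganglia (DRG). Cre-negative mice processed in the same way gave control libraries, which hold the RNA that the pulldown recovers without a tagged ribosome. Per the labels' protocols, the RNA yield was under 1 ng for somas and under 100 pg for axons, and the libraries were made with a SMART-Seq template-switching kit, a kit for very small inputs.

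The 31 libraries fell into 8 groups, taken from the genotype, tissue and batch in the labels. Batch 1 held central axons and somas and batch 2 held peripheral axons and other somas, each with its controls. All groups had 4 libraries, except the peripheral axon controls, which had 3. Batch and axon type therefore cannot be separated by a direct comparison. Cre libraries of central and peripheral axons were compared relative to the somas of their own batch and, as an alternative, relative to their own controls.

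The authors deposited 2 tables of raw read counts per gene, one per batch, with 55536 gene identifiers each; per the file headers each column is one library. The values were whole numbers with totals that differed between libraries, and no replicate was pooled. The aligner, the counting program, its handling of strand, of reads that fit several genes and of duplicates are not stated in the labels or headers. All 55536 identifiers are those of the GENCODE M21 annotation of the mouse assembly GRCm38, and gene symbols, coordinates, transcript lengths and GC contents were taken from it. In the table of batch 1, the same name heads 2 soma control columns, so they could be assigned to their group but not to a replicate number. They are called replicates a and b and pair with no other library. No column was left out.

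Total counts ran from 3.60 to 19.6 M per library (M, mega). A gene with 3 counts, taken as the smallest detectable amount, corresponds to between 0.153 and 0.833 CPM (the count scaled by the library total), depending on the library. Confidence intervals for the CPM of single libraries are Wilson 95% intervals. The libraries carry no molecular identifiers, so floors and intervals cover counting error only, not losses before or during amplification.

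Each comparison was fitted with edgeR 4.0.16 in R 4.3.3 on the deposited counts, using only the groups compared. Genes were kept by filterByExpr at its defaults (10 counts as the minimum count and 15 as the minimum total), libraries were scaled by TMM, dispersions were estimated with estimateDisp, and genes were tested with glmQLFit and glmQLFTest. Genes with a Benjamini-Hochberg adjusted p under 0.05 over the genes of that comparison were counted as called. The SE beside a log2 fold change is the fold change divided by the square root of the quasi-likelihood F. Fold changes against a group with no counts depend on edgeR's added prior count. In comparisons of 2 groups they were replaced in the text by lower bounds against the floor on the normalised scale where all libraries of one group had at most 3 counts. The comparisons fitted were Cre against control in each of the 4 compartments, axon against soma among Cre libraries in each batch, the difference between axon and soma in the Cre-against-control contrast in each batch, the difference between central and peripheral axons each relative to soma, and the somas of batch 1 against those of batch 2.

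Gene sets were tested on log2 CPM (prior count 2) of the same fits with camera from limma 3.58.1, with an inter-gene correlation of 0.01, for sets with at least 4 tested genes and with adjustment over the sets of one comparison. The sets were lists of marker genes for cell types and gene families. These lists, the designs, the alternatives and the rule for naming genes were fixed before the data were examined. By that rule Scn10a and Rpl10a were reported throughout. In each comparison up to 3 genes per direction were named, those with the smallest adjusted p (ties by the larger fold change) among genes with an adjusted p under 0.05, an absolute log2 fold change of at least 1 and no overlap between the groups (the last not required for differences of differences). Numbers of detected genes were compared by exact two-sided permutation tests, and the overlap of the axonal lists by a one-sided Fisher's exact test.

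The fitting code was tested on simulated counts drawn from the real means and library sizes with 200 genes changed by 3 on the log2 scale and a dispersion of 0.35. The biological coefficient of variation estimated there was 0.587 to 0.590, against 0.984, 0.589 and 0.618 in the data for the 3 designs simulated, and 1.16 and 1.53 for Cre against control in central axons and batch 1 somas. With the peripheral axon design 146 of 193 tested changed genes were recovered, and 3 of 149 calls were false. With the design of central axon against soma 174 of 200 were recovered, and 11 of 185 calls were false. With the difference of central and peripheral axons 74 of 200 were recovered, and 3 of 77 calls were false. None of the 40 unchanged sets simulated with each design was called. Genes were drawn independently of each other, so this says nothing about false set calls that arise from correlated genes.

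Alternatives were scaling by library size alone, by RLE size factors or by TMMwsp, no filter on low counts or 10 counts in every library of a group, DESeq2 1.42.0, limma voom with sample quality weights, one fit over more groups, a log2 fold change of at least 1, random thinning of all libraries to the smallest total, the replicate number as a block, and leaving out each library in turn. Further ones were fry in place of camera, the axon against soma comparisons and the central against peripheral one without mitochondria-encoded genes, axon against soma over only the genes higher in Cre, central against peripheral axons relative to their Cre-negative controls, and detection at 1 count. TMMwsp, the removal of genes with exons shared with an opposite-strand gene, and the replicate block (numbers of batch 1 only) for central against peripheral axons were chosen after seeing the data. Such overlaps were found with bedtools 2.31.1. Replicate numbers come from the labels. Same-numbered libraries of different genotypes come from different mice, and the labels do not say whether the axon and soma libraries of one number come from one mouse. Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1 was used for the other computations. Proteins were not analysed here. The gene called in the batch 2 difference of differences, and a test made on it, are not reported here.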

Results

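Ribosome-bound RNA was sequenced from 31 libraries of mouse sensory neurons in 8 groups. Batch 1 held 4 central axon and 4 soma libraries from Cre-positive mice (called Cre libraries), each with 4 Cre-negative control libraries. Batch 2 held 4 peripheral axon and 4 soma Cre libraries with 3 and 4 controls. Total counts (M, mega) were 10.8 ± 0.343 M (mean ± SD, n = 4) in the central axon Cre libraries and 9.51 ± 2.09 M (n = 4) in their controls. They were 7.26 ± 5.26 M (n = 4) in the peripheral axon Cre libraries and 5.37 ± 1.00 M (n = 3) in their controls. Soma libraries had 9.77 ± 1.68 M (Cre) and 8.48 ± 0.572 M (control) counts in batch 1, and 17.2 ± 1.83 M and 7.56 ± 7.02 M in batch 2 (n = 4 each). No 2 replicate columns were copies of each other: the smallest chi-square per degree of freedom over the 45 replicate pairs was 24.0. Spearman's rho across genes within groups ranged from 0.459 among the batch 1 soma controls to 0.989 among the batch 2 Cre somas.

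**Figure D1:**
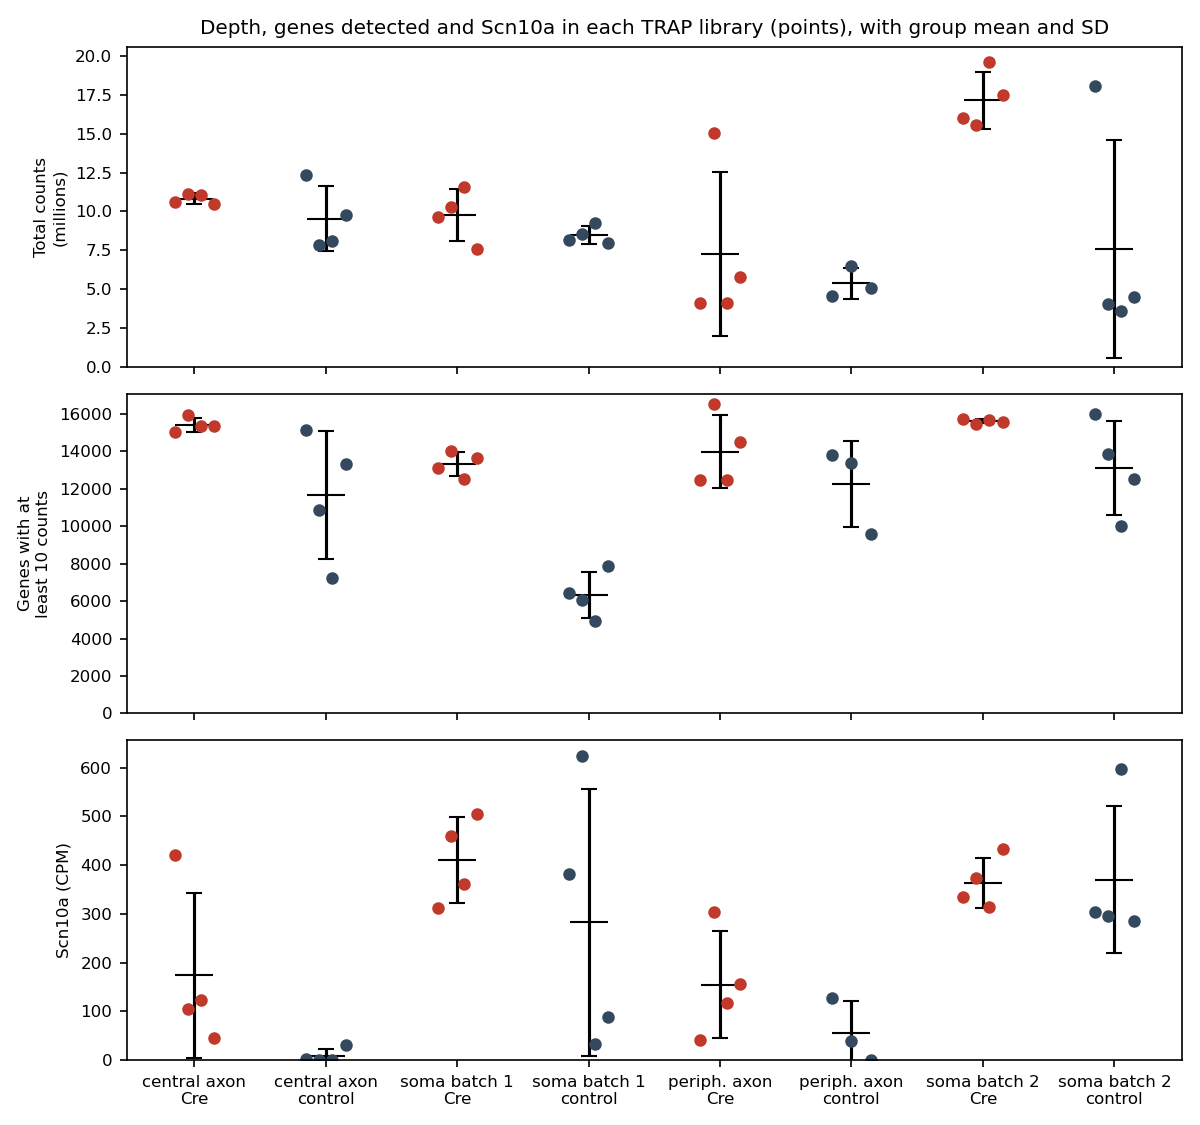
Each point is 1 library of the 8 groups (red, Cre; dark blue, control), and the bars are the group mean and SD. The y axes give total counts, genes with at least 10 counts, and Scn10a in counts per M; totals run from 3.60 to 19.6 M, and Scn10a reaches 625 CPM in 1 soma control of batch 1.

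The first question was how far the pulldown separated Cre from control libraries, read from Scn10a, the gene of the Cre driver, and Rpl10a, the gene of the tagged protein. Scn10a (ENSMUSG00000034533, chromosome 9, 119608456 to 119719322, GRCm38) was at 174 ± 168 CPM in central axon Cre libraries and 8.00 ± 14.6 CPM in their controls (n = 4 each). It had 0 counts in central axon controls 2 and 3, whose floors were 0.384 and 0.370 CPM. In control 4 it was at 29.9 CPM (Wilson 95% interval 26.7 to 33.5). In peripheral axons it was at 155 ± 110 CPM (Cre, n = 4) and 55.2 ± 65.4 CPM (control, n = 3). As a share of counts, Scn10a did not differ between soma controls and Cre somas beyond the spread between replicates. A share of an amplified library does not give the amount of RNA recovered. The batch 1 soma controls were spread widely, at 33.4, 89.2, 383 and 625 CPM, against 312 to 505 CPM in the Cre somas. The batch 1 somas had 410 ± 88.4 CPM (Cre) and 283 ± 275 CPM (control), and the batch 2 somas had 364 ± 52.3 CPM and 370 ± 152 CPM (n = 4 each). Rpl10a (ENSMUSG00000037805, chromosome 17, 28328471 to 28331033) was at 49.9 ± 12.3 CPM in central axon Cre libraries and 58.1 ± 36.9 CPM in their controls. In none of the 4 comparisons of Cre with control did Scn10a or Rpl10a have an adjusted p under 0.05. The counts cannot tell the tagged transcript from the endogenous Rpl10a, and 2.10% of its exon length lies opposite another gene.

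The number of genes with at least 10 counts was compared between Cre and control libraries by exact two-sided permutation tests, 4 in all. Batch 1 Cre somas had 13324 ± 655 genes and their controls 6326 ± 1220 (exact p = 0.0286, the smallest the design allows; Benjamini-Hochberg adjusted p 0.114). Central axon libraries had 15426 ± 383 and 11662 ± 3421 genes (exact p = 0.0571, adjusted 0.114). Batch 2 somas had 15627 ± 122 and 13097 ± 2506 genes (exact p = 0.143, adjusted 0.190), and peripheral axons 13992 ± 1930 and 12257 ± 2305 (exact p = 0.429). No difference was past an adjusted p of 0.05. The count minimum moved a difference most, in the batch 2 somas, from 2530 more genes in Cre libraries to 6295 more with at least 1 count (exact p = 0.0286), and thinning to equal depth turned it to 55 fewer.

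Comparing Cre with control libraries asks which RNAs were bound to tagged ribosomes rather than carried through the pulldown. In central axons 2 of 14189 genes were called, both higher in Cre libraries, and 684 genes had an unadjusted p under 0.05. The test moved this most: DESeq2 called 217 genes and voom 0. Sncg (gamma-synuclein, ENSMUSG00000023064, chromosome 14, 34370274 to 34374789) was at 3669 ± 1619 normalised CPM in Cre libraries and 188 ± 24.7 in controls (n = 4 each, log2 fold change 4.28, SE 0.39, edgeR adjusted p 0.00405). Tppp3 (ENSMUSG00000014846, chromosome 8, 105467493 to 105471526) was at 2163 ± 947 and 180 ± 65.9 normalised CPM (log2 fold change 3.58, SE 0.42, edgeR adjusted p 0.0264). The call of Tppp3 was lost in 7 of the 8 fits that each left out 1 library and with the replicate block, that of Sncg in 2 of the 8, and both under voom and with all groups of the batch in one fit. The log2 fold change of Scn10a was 4.52 (SE 1.72, edgeR adjusted p 0.818) and that of Rpl10a -0.16 (SE 0.66). Every Cre library lay above every control, or the reverse, in 1155 genes (8.14%), against 2.86% by chance. Of 20 gene sets tested, 6 were called by camera, 1 higher and 5 lower; the self-contained test fry called 1. The nociceptor markers had a median log2 fold change of 5.13 (9 of 9 tested genes higher, camera adjusted p 1.29e-07). No marker passed the adjustment over all genes, and 7 passed an adjustment within the list alone. The fibroblast markers (-1.30, 5 of 6 lower, camera adjusted p 0.000329), the astrocyte markers (-0.92, 6 of 6 lower, 0.000518) and the hnRNP genes (-0.27, 14 of 20 lower, 0.000231) were the 3 lower sets with the smallest p.

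In peripheral axons 0 of 13970 genes were called, and 514 had an unadjusted p under 0.05, which is 3.68% of the genes tested. DESeq2 called 27. The log2 fold change of Scn10a was 1.59 (SE 1.29) and that of Rpl10a 0.68 (SE 0.38). Groups did not overlap in 888 genes (6.36%), against 5.71% by chance. Of 18 sets, 5 were called by camera and 0 by fry. Cytosolic ribosomal protein genes had a median log2 fold change of 1.21 (80 of 82 higher, camera adjusted p 3.12e-12), nuclear-encoded oxidative phosphorylation genes 0.79 (59 of 78 higher, 0.00365) and general neuronal markers 0.89 (10 of 10 higher, 0.0361). The fibroblast markers were lower (-1.33, 6 of 6, camera adjusted p 0.000177), as were the skeletal muscle markers (-2.53, 5 of 5, 0.0361). Calls of the general neuronal, skeletal muscle and oxidative phosphorylation sets were lost in 4, 3 and 2 of the 7 fits that each left out 1 library. No member of these sets was called alone, over all genes or within its list. With 1 library left out at a time, the skeletal muscle median ranged from -3.163 to -0.073. The ribosomal protein median ranged from 0.723 to 1.52. Of the 12304 genes tested in both axons, 0 were called higher in both, which was fixed by the 0 genes called in peripheral axons (one-sided Fisher's exact p = 1), and across these genes the log2 fold changes of the 2 axons had a Pearson r of 0.0895; genes are not independent replicates.

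In the batch 1 somas 516 of 11667 genes were called, 510 higher and 6 lower in Cre libraries, and 1752 had an unadjusted p under 0.05. All 510 higher genes had at most 3 counts in every control, and 411 had 0. The TMM factor of soma control 3 was 0.0547, against 1.30 to 1.78 in the other 7 libraries. The split between directions depended on the filter and the test: no low-count filter gave 936 higher and 764 lower genes, and DESeq2 1411 and 467. It stayed close to the main one under voom (2452 and 18) and with 10 counts in every library of a group (573 and 6). Scaling by library size alone gave 2244 genes, and leaving out 1 library at a time gave from 0 to 3094. The replicate block gave 0, but only 2 same-numbered pairs were available, so this 0 decides nothing. The 3 genes named as higher had 0 counts in every control, and folds are lower bounds against the mean floor of the controls; values are normalised CPM in Cre and control libraries (n = 4 each). The floor of soma control 3, at 5.95 normalised CPM, lay above the Cre means of all 3. They were Gm20517 (ENSMUSG00000023984, chromosome 17, 47611589 to 47683861, with 2.20 ± 0.514 and 0, at least 1.31-fold, edgeR adjusted p 0.00990), Kif17 (ENSMUSG00000028758, chromosome 4, 138250435 to 138301967, with 2.19 ± 0.489 and 0, at least 1.30-fold, edgeR adjusted p 0.00990) and 6330562C20Rik (ENSMUSG00000093424, chromosome 3, 95307076 to 95315127, with 2.08 ± 0.283 and 0, at least 1.24-fold, edgeR adjusted p 0.00990). Each shares exons with another gene on its strand, and the last also with one on the opposite strand, so their counts are uncertain, and their calls were lost in 3 of the 8 fits that each left out 1 library. The 3 named as lower were Bc1 (ENSMUSG00000115783, chromosome 7, 144914470 to 144914637, with 1.07 ± 0.810 and 209 ± 363, log2 fold change -7.59, SE 1.77, edgeR adjusted p 0.0247), Fzd2 (ENSMUSG00000050288, chromosome 11, 102604396 to 102608058, with 2.98 ± 2.95 and 186 ± 189, log2 fold change -5.96, SE 1.43, edgeR adjusted p 0.0292) and Ccnd2 (ENSMUSG00000000184, chromosome 6, 127125162 to 127152193, with 13.3 ± 9.45 and 316 ± 109.9, log2 fold change -4.57, SE 1.15, edgeR adjusted p 0.0365), which shares 3.95% of its exon length with an opposite-strand gene. All 3 calls were lost in at least 6 of the 8 fits that each left out 1 library. Scn10a and Rpl10a had log2 fold changes of -0.47 (SE 1.11; 0.52 under scaling by library size alone) and 0.74 (SE 1.85). Groups did not overlap in 1848 genes (15.8%), against 2.86% by chance. Of 15 sets 11 were called by camera, all lower in Cre libraries, and 1 by fry. The mitochondria-encoded genes had a median log2 fold change of -4.36 (7 of 7 lower, camera adjusted p 8.98e-10; 0 called over all genes and 7 within the list). The medians of the cytosolic ribosomal protein genes (-2.74, camera adjusted p 4.40e-08) and the oxidative phosphorylation genes (-2.63, 5.31e-08) flipped to 0.22 and 0.86 without soma control 3, and to 0.03 and 0.59 under scaling by library size alone, which moved the median of all genes from -0.45 to 0.36.

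In the batch 2 somas 0 of 15280 genes were called. The smallest adjusted p was 0.0510, and 2503 genes had an unadjusted p under 0.05, 1000 higher and 1503 lower. Leaving out soma control 5 moved this most, to 1826 genes, and voom called 1225. Scaling by library size alone gave 257 genes and moved the median of all genes from 0.06 to -0.20. Scn10a and Rpl10a had log2 fold changes of 0.26 (SE 0.29; -0.03 under scaling by library size alone) and -0.02 (SE 0.26). Groups did not overlap in 2034 genes (13.3%), against 2.86% by chance. Of 19 sets 9 were called, 2 higher and 7 lower, and 3 by fry. Mitochondria-encoded genes (median log2 fold change -3.86, 8 of 8 lower, camera adjusted p 3.62e-12), fibroblast markers (-2.998, 6 of 6 lower, 1.13e-09) and Schwann cell markers (-1.96, 9 of 10 lower, 5.45e-06) were lower in Cre libraries. No member passed the adjustment over all genes, and all members of the first 2 sets and 6 of the Schwann cell markers passed an adjustment within their list. The proteasome genes (0.68, 36 of 37 higher, camera adjusted p 0.000166) and the oxidative phosphorylation genes (0.40, 65 of 78 higher, 0.0312) were higher. Both calls were lost under fry, and that of the latter also under library-size (0.10) and RLE scaling (0.34) and in 3 of the 8 fits that each left out 1 library. Log2 fold changes of the 2 soma batches had a Pearson r of 0.166 across 11592 genes.

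**Figure D2:**
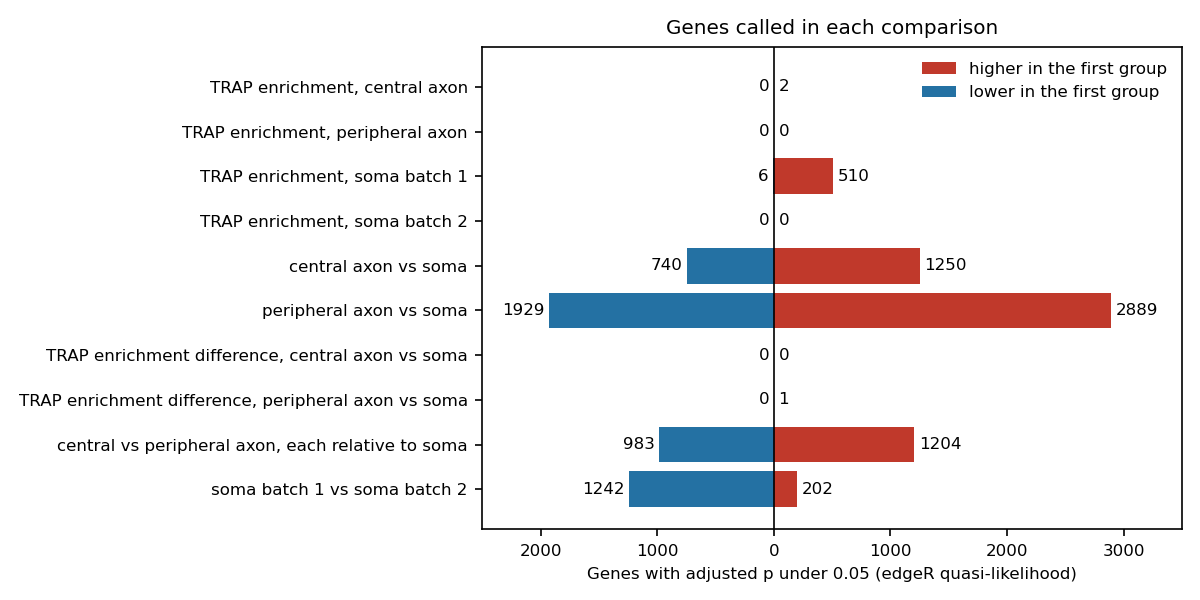
The x axis counts genes with an adjusted p under 0.05 in each of the 10 comparisons, higher (red) to the right and lower (blue) to the left. The longest bars are those of peripheral axon against soma, with 2889 higher and 1929 lower genes, and the comparisons of Cre with control call 2, 0, 516 and 0.

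Axon and soma Cre libraries of one batch were compared to ask which ribosome-bound RNAs differ between compartments. These comparisons hold no control libraries, so RNA carried over from each tissue counts toward them. Between central axons and somas 1990 of 14480 genes were called, 1250 higher and 740 lower in axons (62.8% higher). Scaling by library size alone called 2146 higher and 293 lower (88.0% higher) and moved the median of all genes from 0.05 to 0.50. Voom raised the count most, to 4164 genes. A fit with all 4 groups of the batch lowered it to 15, which is the larger change as a ratio. Same-numbered axon and soma libraries deviated together more than others (mean r 0.116 against -0.038 across genes), and with the replicate number as a block 2226 genes were called, 1306 higher and 920 lower, of which 1759 were also called without it. Groups did not overlap in 3207 genes (22.1%), against 2.86% by chance. Values below are normalised CPM in axons and somas (n = 4 each). The 3 genes named as higher had at most 3 counts in every soma library: Sall3 (ENSMUSG00000024565, chromosome 18, 80966376 to 80986771, with 77.1 ± 42.7 and 0.0316 ± 0.0632, at least 210-fold, edgeR adjusted p 1.64e-05), Gm3764 (ENSMUSG00000097156, chromosome 3, 88206813 to 88229959, with 119 ± 46.6 and 0.0948 ± 0.190, at least 324-fold, edgeR adjusted p 1.64e-05) and Lamp5 (ENSMUSG00000027270, chromosome 2, 136052239 to 136069917, with 81.3 ± 20.2 and 0.0632 ± 0.126, at least 222-fold, edgeR adjusted p 1.64e-05). Those named as lower were Nol3 (ENSMUSG00000014776, chromosome 8, 105276140 to 105281939, with 34.4 ± 11.5 and 193 ± 83.3, log2 fold change -2.49, SE 0.39, edgeR adjusted p 0.00186), Timm10 (ENSMUSG00000027076, chromosome 2, 84826997 to 84830213, with 57.5 ± 18.5 and 214 ± 30.2, log2 fold change -1.89, SE 0.30, edgeR adjusted p 0.00236) and S100b (ENSMUSG00000033208, chromosome 10, 76253853 to 76261159, with 115 ± 32.7 and 525 ± 193, log2 fold change -2.19, SE 0.36, edgeR adjusted p 0.00267), and 48.2% of the exon length of Nol3 lies opposite another gene. The log2 fold change of Scn10a was -1.57 (SE 0.58, edgeR adjusted p 0.0869) and that of Rpl10a 0.04 (SE 0.39). Of 20 sets 8 were called by camera, 10 with the replicate block and 4 by fry. Inhibitory and motor spinal neuron markers (median log2 fold change 9.48, 5 of 5 higher, camera adjusted p 5.79e-08) and astrocyte markers (5.72, 6 of 6 higher, 3.54e-06) were higher in axon libraries. Oxidative phosphorylation genes (-1.22, 67 of 78 lower, 1.16e-13), cytosolic ribosomal protein genes (-1.04, 74 of 82 lower, 6.96e-12) and proteasome genes (-0.84, 33 of 37 lower, 3.54e-06) were lower, also relative to the median of all genes. Members called over all genes and within the list alone were 5 and 5 spinal neuron, 5 and 6 astrocyte, 42 and 51 oxidative phosphorylation, 29 and 42 ribosomal and 10 and 15 proteasome genes.

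Between peripheral axons and somas 4818 of 15467 genes were called, 2889 higher and 1929 lower in axons, and 1404 with all 4 groups of the batch in one fit. Library size alone moved the median of all genes from -0.03 to 0.17 and RLE scaling to -0.14. Groups did not overlap in 5987 genes (38.7%), against 2.86% by chance. Xist, which marks female cells, was at 17.1 to 62.3 CPM in the peripheral axon Cre libraries and 0.114 to 2.06 CPM in the somas. Ddx3y, which marks male cells, was at 38.8 to 169 CPM and 24.0 to 28.0 CPM. The sex of the mice may thus differ between these groups. It is not told apart from compartment here or in other comparisons that use both groups. The genes named as higher were (normalised CPM in axons and somas, n = 4 each) Gm37811 (ENSMUSG00000102900, chromosome 2, 13009886 to 13012486, with 76.2 ± 18.8 and 0.466 ± 0.296, log2 fold change 7.33, SE 0.53, edgeR adjusted p 1.95e-05), Thbs4 (ENSMUSG00000021702, chromosome 13, 92751590 to 92794818, with 111 ± 27.7 and 0.839 ± 0.390, log2 fold change 7.04, SE 0.43, edgeR adjusted p 1.95e-05) and Reln (ENSMUSG00000042453, chromosome 5, 21884454 to 22344702, with 76.4 ± 23.2 and 0.821 ± 0.203, log2 fold change 6.52, SE 0.41, edgeR adjusted p 1.95e-05), and opposite-strand genes share 59.5% of the exon length of Gm37811 and 1.04% of that of Reln. Those named as lower were Gm49027 (ENSMUSG00000114278, chromosome 5, 123512082 to 123525488, with 1.47 ± 0.429 and 38.1 ± 13.1, log2 fold change -4.65, SE 0.47, edgeR adjusted p 5.51e-05), Gm10493 (ENSMUSG00000073367, chromosome 17, 90454889 to 90455498, with 6.91 ± 1.17 and 65.1 ± 16.4, log2 fold change -3.23, SE 0.33, edgeR adjusted p 5.69e-05) and Aldoc (ENSMUSG00000017390, chromosome 11, 78322968 to 78327781, with 54.5 ± 7.39 and 331 ± 88.2, log2 fold change -2.60, SE 0.28, edgeR adjusted p 7.86e-05). Gm49027 shares exons with other genes on both strands, and Gm10493 is a processed pseudogene, so their counts are uncertain. Scn10a was lower in axons (-1.39, SE 0.49, edgeR adjusted p 0.0492), and the call was lost in 6 of the 8 fits that each left out 1 library. Rpl10a differed by 0.50 (SE 0.29). Of 19 sets 12 were called by camera and 11 by fry. Among the sets named next, the calls of the cytosolic ribosomal protein and ion channel genes were lost under fry. Schwann cell markers (median log2 fold change 5.93, 10 of 10 higher, camera adjusted p 1.37e-08), fibroblast markers (4.20, 6 of 6 higher, 3.21e-06) and cytosolic ribosomal protein genes (0.97, 76 of 82 higher, 3.21e-06) were higher. The proteasome genes (-0.82, 35 of 37 lower, 7.48e-05), general neuronal markers (-1.60, 10 of 10 lower, 0.000653) and ion channel genes (-1.22, 92 of 117 lower, 0.000653) were lower. Members called over all genes and within the list alone were 9 and 10 Schwann cell, 6 and 6 fibroblast, 34 and 43 ribosomal, 17 and 25 proteasome, 8 and 10 general neuronal and 35 and 26 ion channel genes. Of 497 genes called in both axons against their somas, 271 were higher in both, 138 lower in both and 88 opposite, and the Pearson r across 13680 genes was 0.273.

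**Figure D3:**
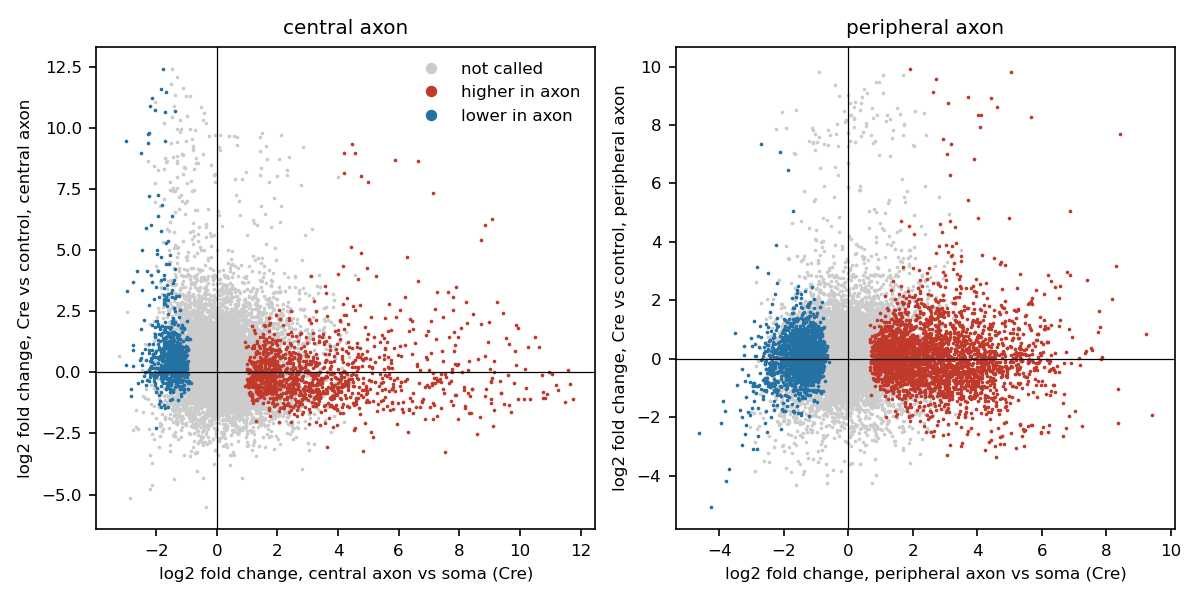
Each point is a gene, with the log2 fold change of axon against soma among Cre libraries on the x axis and of Cre against control axon libraries on the y axis, for central (left) and peripheral (right) axons. Genes called higher in axons (red) lie on both sides of the horizontal line at 0: 58.6% of them in central and 50.2% in peripheral axons are not higher in Cre than in control libraries.

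Whether the Cre-against-control difference itself differs between axon and soma was tested as a difference of differences, which takes the controls into account. In batch 1, 0 of 15355 genes were called, with 3133 at an unadjusted p under 0.05, and the median of all genes moved from -0.40 to 0.26 under RLE scaling. Leaving out soma control 3 moved this most, to 1111 genes. The log2 differences of Scn10a and Rpl10a were 4.13 (SE 1.84, edgeR adjusted p 0.207) and -1.10 (SE 2.08). In batch 2, 1 of 15717 was called, and those of Scn10a and Rpl10a were 1.25 (SE 1.29) and 0.61 (SE 0.47). Library-size scaling moved the median of all genes from 0.13 to 0.40, and 1531 genes had an unadjusted p under 0.05.

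Central and peripheral axons were sequenced in different batches, so they were compared as axon against soma in batch 1 minus axon against soma in batch 2. Of 16725 genes 2187 were called, 1204 higher and 983 lower in central axons. Of the alternatives, taking each axon relative to its own controls in place of the somas, and fitting all 31 libraries together, moved the count most, to 1 gene each. With the replicate number as a block for the batch 1 libraries, whose same-numbered axons and somas had the mean r of 0.116 given above, 2087 genes were called, 1169 higher and 918 lower, and 1847 of them were also called without it. Values below are normalised CPM in central axons, batch 1 somas, peripheral axons and batch 2 somas (n = 4 each). The genes named as higher were Baiap3 (ENSMUSG00000047507, chromosome 17, 25242659 to 25256364, with 38.01 ± 15.7, 0, 23.3 ± 3.47 and 24.4 ± 5.85, log2 difference 11.78, SE 0.95, edgeR adjusted p 1.09e-05), Slc12a5 (ENSMUSG00000017740, chromosome 2, 164960802 to 164999731, with 151 ± 103, 0.519 ± 0.531, 0.0738 ± 0.148 and 0.523 ± 0.196, log2 difference 11.01, SE 1.27, edgeR adjusted p 9.56e-05) and Gad1 (ENSMUSG00000070880, chromosome 2, 70553072 to 70602014, with 89.0 ± 44.5, 4.42 ± 2.80, 0.788 ± 0.268 and 3.75 ± 0.303, log2 difference 6.57, SE 0.75, edgeR adjusted p 9.56e-05). Those named as lower were Mal (ENSMUSG00000027375, chromosome 2, 127633226 to 127656695, with 19.03 ± 6.68, 34.5 ± 10.4, 640.2 ± 371 and 26.9 ± 4.33, log2 difference -5.43, SE 0.56, edgeR adjusted p 4.22e-05), LTO1 (ENSMUSG00000031072, chromosome 7, 144915100 to 144931701, with 26.9 ± 7.12, 42.6 ± 14.0, 385 ± 115 and 43.8 ± 6.77, log2 difference -3.80, SE 0.43, edgeR adjusted p 9.56e-05) and Egfl8 (ENSMUSG00000015467, chromosome 17, 34613349 to 34615971, with 6.02 ± 4.18, 11.97 ± 3.90, 518 ± 162 and 11.4 ± 5.58, log2 difference -6.50, SE 0.74, edgeR adjusted p 9.56e-05). Relative to the controls, 5 of these 6 genes had the opposite sign. LTO1, Egfl8 and Baiap3 share 15.6%, 5.74% and 2.74% of their exon length with an opposite-strand gene. Egfl8 also shares exons with another gene on its strand, so its counts are uncertain. Baiap3 had 0 counts in the batch 1 somas and Slc12a5 at most 2 counts in every peripheral axon library, so their log2 differences depend on the prior count added there. The log2 difference of Baiap3 comes mainly from the somas (0 and 24.4), since its axon values (38.01 and 23.3) lay much nearer each other. For Baiap3 a difference between the soma batches is therefore not told apart from one between the axons. RLE scaling and TMMwsp each moved the median of all genes from 0.26 to 0.15. The log2 differences of Scn10a and Rpl10a were -0.03 (SE 0.79) and -0.28 (SE 0.50). Of 20 sets 12 were called, with and without the block. Inhibitory and motor spinal neuron markers (median 9.59, 5 of 5 higher, camera adjusted p 1.77e-09), astrocyte markers (5.47, 6 of 6 higher, 0.000221) and ion channel genes (1.27, 99 of 133 higher, 0.00307) were higher in central axons. Cytosolic ribosomal protein genes (-1.91, 78 of 82 lower, 2.75e-20), Schwann cell markers (-3.56, 10 of 10 lower, 1.73e-09) and fibroblast markers (-3.37, 6 of 6 lower, 0.000135) were lower. Members called over all genes and within the list alone were 2 and 2 spinal neuron, 4 and 4 astrocyte, 24 and 25 ion channel, 49 and 59 ribosomal, 7 and 9 Schwann cell and 4 and 5 fibroblast genes.

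**Figure D4:**
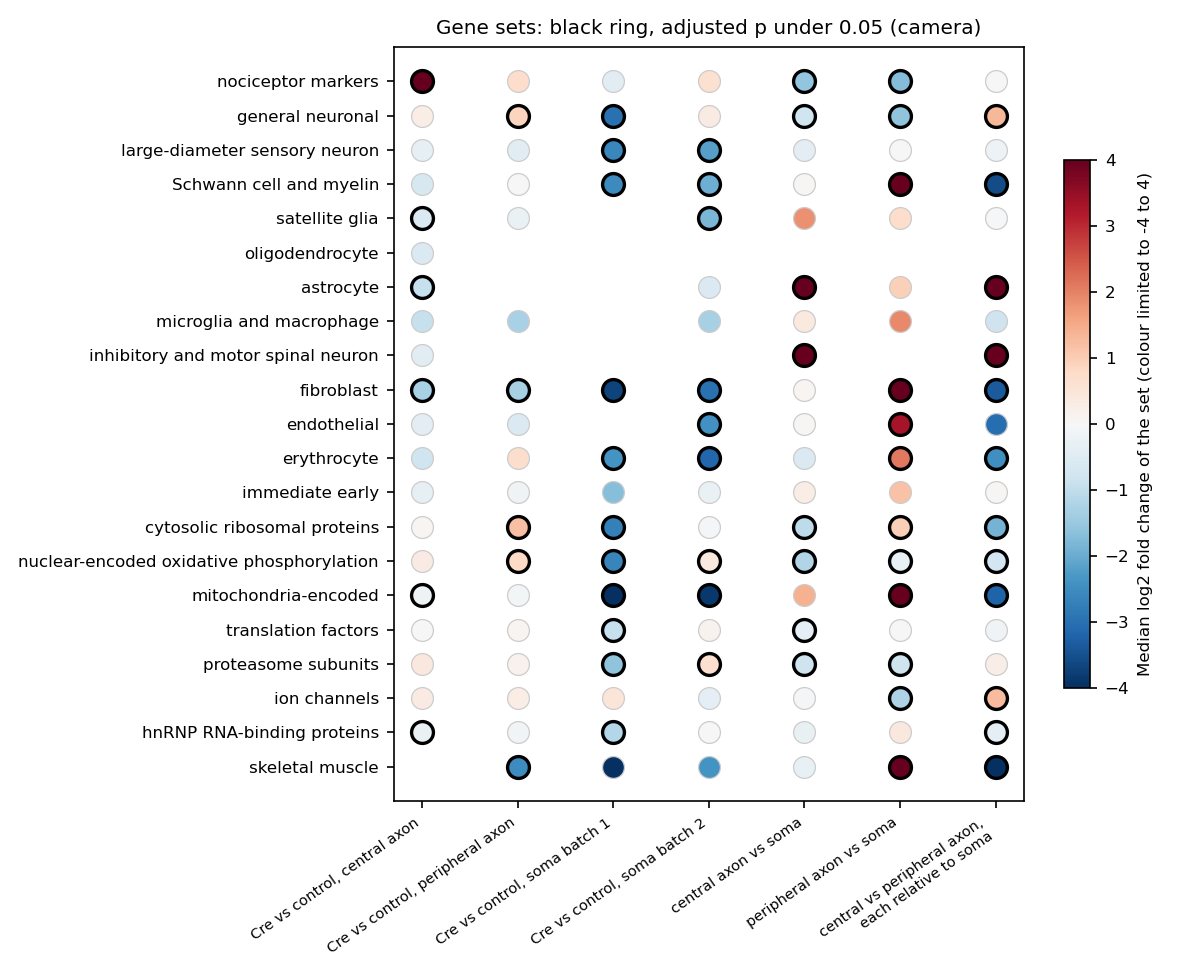
Rows are gene sets and columns the 7 comparisons in which sets were tested; colour gives the set's median log2 fold change, limited to -4 and 4, and a black ring marks a camera adjusted p under 0.05. Of the sets tested, 12 of 20 are ringed for central against peripheral axons, and in batch 1 somas the ribosomal protein and oxidative phosphorylation medians flip to above 0 under library-size scaling.

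The Cre somas of the batches, the same tissue and genotype, were compared to measure the difference between batches. Of 14899 genes 1444 were called, 202 higher and 1242 lower in batch 1, and groups did not overlap in 2497 genes (16.8%), against 2.86% by chance. Without genes that share exons with an opposite-strand gene, 114 were called. Values below are normalised CPM in batch 1 and batch 2 (n = 4 each). The genes named as lower had at most 1 count in every batch 1 Cre soma: Gm26596 (ENSMUSG00000097185, chromosome 10, 112928501 to 112931155, with 0.0572 ± 0.0662 and 393 ± 106, at least 1251-fold, edgeR adjusted p 3.01e-07), Gm26530 (ENSMUSG00000097737, chromosome 3, 116488966 to 116493358, with 0.0299 ± 0.0598 and 132 ± 14.99, at least 419-fold, edgeR adjusted p 3.01e-07) and Gm26819 (ENSMUSG00000097033, chromosome 13, 69809914 to 69816094, with 0.0235 ± 0.0470 and 161 ± 49.1, at least 514-fold, edgeR adjusted p 3.11e-07). Opposite-strand genes share 18.9%, 12.1% and 81.3% of their exon length. Those named as higher were Vmn1r13 (ENSMUSG00000064259, chromosome 6, 57203290 to 57214799, with 53.8 ± 32.5 and 0.0162 ± 0.0325, at least 306-fold, edgeR adjusted p 1.82e-06), Gm15266 (ENSMUSG00000081306, chromosome X, 152110432 to 152111461, with 18.5 ± 11.9 and 0, at least 106-fold, edgeR adjusted p 7.57e-05) and Ndufb4 (ENSMUSG00000022820, chromosome 16, 37647170 to 37654453, with 99.7 ± 41.1 and 9.47 ± 3.63, log2 fold change 3.39, SE 0.39, edgeR adjusted p 8.48e-05). Gm15266 is an unprocessed pseudogene and Vmn1r13 belongs to a large gene family, so reads shared with copies make their counts uncertain. Rpl10a was lower in batch 1 (-1.85, SE 0.37, edgeR adjusted p 0.00519), and Scn10a differed by less than its error (0.16, SE 0.23).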

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

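The tests based on other splits of the libraries were chosen only after the results were seen, except those of the gene count in batch 2 somas, the gene count between soma batches and the set count in batch 2 somas; so was the test for a swapped or mixed sample, the carry-over fit over low counts and the test of strand handling. The other tests of explanations were written down before their own results were seen, but after the counts had been looked at. Of 122 group values tested for a single library far from the other 3, 9 were past the limit, against 6.1 by chance, so any 1 of them may be chance; among library measures it was 3 of 42. No biological explanation was tested for single libraries, since the labels give none.

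Library 2 of the peripheral axon Cre group had 15.1 M counts, against 4.10 to 5.77 M in the other 3, and the most genes with at least 10 counts. Thinned to the lowest total of its group it had 13598 such genes, within the range of the others, so depth may account for its larger number of genes.

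Control 5 of the batch 2 somas had 18.1 M counts (the other 3 had 3.60 to 4.52 M). Its expression was also closer to the Cre somas than that of the other controls: the mean Spearman rho with the Cre somas was 0.962, against 0.741 to 0.854. Thinned to 4.06 M counts its rho was 0.959, so depth did not account for this. The summed CPM of fibroblast and Schwann cell markers was 2278 in this library, against 2956 to 6575 in the other controls and 832 to 1103 in the Cre somas, and mitochondria-encoded genes took 0.111% of its counts, against 0.613 to 1.78% and 0.0216 to 0.0569%. Both values lie between those of the 2 groups. A sample mixed with Cre material is a candidate explanation. A plain swap with a Cre soma is spoken against, since both values lie outside the range of the Cre somas and the 4 Cre somas had a rho of 0.974 to 0.989 with each other.

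In control 3 of the batch 1 somas the 50 most counted genes took 20.2% of the counts, against 12.4 to 13.6% in the other 3. Of its detected genes 64.1% had 1 to 9 counts. A fit of these low counts as a sum of the other libraries of the batch, over 8205 genes, gave 56.0% of the fitted counts to central axon Cre library 1, as 0.634% of that library. Carry-over from another library is a candidate explanation for the low counts, and an index that was read wrongly was not told apart from it.

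The 6 single genes far off in 1 library were set against genes of like abundance. Counted was how often such genes also have 1 library past the same limit. For Gad1 in peripheral axon Cre library 4 (1.39 CPM, others 0.664 to 0.732) it was 34.3%, for Rpl10a in batch 1 soma control a (60.2 CPM, others 0 to 1.47) 74.5%, and for Scn10a in central axon control 4 (29.9 CPM, others 0 to 2.10) 28.8%. Uneven amplification of few molecules may account for these 3. For Mal in central axon Cre library 3 (11.1 CPM, others 24.3 to 25.8) it was 6.32%, for Rpl10a in batch 1 Cre soma 4 (13.8 CPM, others 40.5 to 44.2) 8.46% and for Scn10a in batch 2 soma control 7 (598 CPM, others 286 to 303) 5.01%, which leaves uneven amplification undecided. Scn10a in central axon control 4 was also tested for carry-over from a Cre library: 6 of 10 nociceptor markers had at least 10 counts there, against 8, 3 and 2 in the other controls, which did not decide it.

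The difference between axon and soma in the Cre-against-control contrast of batch 2 was tested as an interaction and had 1 called gene. Of 100 splits drawn from 128, 36 gave at least as many genes (largest 677), so this count is not told apart from chance. These splits exchanged Cre and control labels within axons and within somas. They stand for no Cre-against-control difference at all, not for equal differences in axon and soma.

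Central and peripheral axons, each relative to its somas, differed in 2187 genes and 12 gene sets by a test of the difference itself. Of 100 splits drawn from 560, 1 gave as many genes, the real one, and the largest count of another split was 1262. As many sets were given by 6 (largest 13), so the set count is not told apart from chance. These splits exchanged axon and soma labels within each batch. They mix compartments that differ in many genes, so they cannot decide whether central and peripheral axons differ. RNA of the surrounding tissue is a candidate explanation: 87.3% of 2170 called genes had the same direction between the Cre-negative axon libraries, against 62.5% of the other genes. These libraries were compared directly across the batches, so a difference between batches is not told apart from it. A difference in strand handling between the tables did not account for the count, since the share of called genes with exons opposite another gene was 0.902 times that of the other genes. The lower ribosomal protein genes were not accounted for by transcript length or GC content: their median of -1.91 (-1.905) was at percentile 0 among 10000 sets matched on length (median -0.16) and at percentile 0 among those matched on GC content (0.25). Reads shared with pseudogenes were not tested.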

How the results depend on the processing

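Of these alternatives, TMMwsp, the removal of genes with exons opposite another gene and the replicate block between central and peripheral axons were chosen after seeing the data. Of 367 alternative values of the 22 comparisons and counts, 281 stayed on the same side (for counts, within 1.5 times). Requiring a log2 fold change of at least 1, and leaving out mitochondria-encoded genes, left the counts they were tried on (11 and 3) within 1.5 times. Of 107 other results (single genes, sets, and numbers of higher or lower genes), 40 were unchanged under every alternative run and 67 changed under at least 1, 52 of them weaker, 19 stronger and 13 reversed. A set was taken as reversed when its camera direction or the sign of its median changed; the sign of the median was added after the values were seen and concerns 2 sets, both in batch 1 somas. The cause was not tested for any change below.

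By test, DESeq2 called 217 genes for Cre against control in central axons, 27 in peripheral axons, 1878 in batch 1 somas and 1162 in batch 2 somas, against 2, 0, 516 and 0 by edgeR (with 514 and 2503 at an unadjusted p under 0.05 where edgeR called 0). It called 3144 for central axon against soma (1990), 567 and 352 for the differences of differences (0 and 1), 3290 for central against peripheral axons (2187), and 2 genes in both axons (0). Voom called 0 in central axons (1103 at an unadjusted p under 0.05), 2470 and 1225 in the soma batches, 4164 for central axon against soma, 6 for the batch 2 difference, 3630 for central against peripheral axons and 2439 between soma batches (1444). Under voom Rpl10a reversed in central axons (0.56) and between central axon and soma (-0.14), and Scn10a in batch 1 somas (0.23).

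By filter, no filter gave 34 genes in central axons, 1700 and 162 in the soma batches, and 320 and 23 for the differences of differences, with 6 sets in batch 1 somas (11). Scn10a became 0.17 in batch 1 somas, Rpl10a 0.059 in batch 2 somas and Scn10a 0.036 between axons. Requiring 10 counts in every library of a group gave 21 genes in batch 2 somas and 1 for the batch 1 difference.

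By scaling, library size alone gave 2244 and 257 genes in the soma batches, with Scn10a at 0.52 and -0.03. The medians of the ribosomal protein and oxidative phosphorylation sets in batch 1 somas became 0.026 and 0.593 (-2.741 and -2.627). RLE gave 21 genes in batch 2 somas and 1 for the batch 1 difference, and TMMwsp 1 for the latter.

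With all groups in one fit, 1 gene was called in central and 1 in peripheral axons, 2114 and 175 in the soma batches, 15 for central and 1404 for peripheral axon against soma (4818), 1 for central against peripheral axons and 387 between soma batches. Scn10a was 0.35 in batch 1 somas and Rpl10a 0.059 in batch 2 somas.

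With the replicate block, 1 gene was called in central axons, 0 in batch 1 somas (30 at an unadjusted p under 0.05), 2 for the batch 1 difference and 0 for the batch 2 difference (642), and Rpl10a was 0.043 in central axons. The batch 1 somas had only 2 same-numbered pairs, so the 0 there decides nothing. The oxidative phosphorylation set was not called in batch 2 somas (0.48) nor, with the general neuronal set, in peripheral axons (0.59 and 1.37). Same-numbered libraries are different mice here, with mean correlations of 0.00694, -0.00173, 0.0652 and 0.0543 in central axons, peripheral axons and the soma batches. For central against peripheral axons the block could pair only the batch 1 libraries. No paired analysis was possible for peripheral axon against soma or between soma batches because the groups share no replicate numbers. No paired analysis was possible because no model was fitted for the numbers of genes detected. With the block, 0 genes were called in both axons, as 0 were called in peripheral axons (129 at an unadjusted p under 0.05).

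By set test, fry called 1 set in central axons (6), 0 in peripheral axons (5), 1 and 3 in the soma batches (11 and 9) and 4 for central axon against soma (8).

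Thinning to equal depth gave 50 genes in batch 2 somas and 2 for the batch 2 difference, with Rpl10a at -0.017 between central axon and soma. The difference in genes detected in batch 2 somas went from 2530 to -55, and with at least 1 count it was 6295 (exact p = 0.0286). Over only the 512 genes called higher in Cre in central axons (2) or batch 1 somas (510), 0 were called for central axon against soma (79 at an unadjusted p under 0.05). The 510 were chosen in somas and had at most 3 counts in every soma control, so this says little about axons, and the same for peripheral axons was not run, since no gene was called higher in Cre there. Relative to the Cre-negative controls, 1 gene was called between central and peripheral axons, and Baiap3 (-0.47), Slc12a5 (-3.42), Gad1 (-6.42), Mal (0.37), LTO1 (3.08) and Scn10a (2.95) reversed. Without genes with exons opposite another gene, 114 were called between soma batches, and Scn10a was 0.003 between axons.

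Leaving out 1 library at a time gave from 0 to 5 genes in central axons (lowest fits 2142 and 1063 at an unadjusted p under 0.05), from 0 to 3094 in batch 1 somas (3094 without control 3) and from 0 to 1826 in batch 2 somas (1826 without control 5). It gave from 822 to 2717 for central axon against soma, from 0 to 1111 (1111 without soma control 3) and from 1 to 66 for the differences of differences, and from 1394 to 2856 for central against peripheral axons. For central axon against soma the higher genes ranged from 583 to 1608 and the lower ones from 211 to 1376. Between soma batches the higher genes ranged from 75 to 279 and the lower ones from 1039 to 1526. The number of called sets ranged from 2 to 8 in peripheral axons and from 7 to 12 in batch 1 somas, where the median of the ribosomal protein set ranged from -3.055 to 0.219 and that of the oxidative phosphorylation set from -2.953 to 0.862. The difference in genes detected ranged from 2293 to 4927 in central axons and from 1502 to 3496 in batch 2 somas. Rpl10a ranged from -0.40 to 0.25 in central axons, from -0.12 to 0.082 in batch 2 somas and from -0.25 to 0.21 between central axon and soma, and Scn10a from -0.79 to 0.024 in batch 1 somas and from -1.07 to 0.58 between axons.

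With the peripheral axon design and library sizes 146 of 193 simulated changes were recovered, but at an estimated biological coefficient of variation of 0.587, against 0.984 in the data. How many changes can be recovered at the spread of the data was not tested.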

Other observations

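The tests on other splits named in this part were chosen only after the result was seen, except for the gene and set counts in batch 2 somas and the gene count between soma batches, and so was that of strand handling; that of opposite-strand partners was not.

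How often other splits of the same libraries gave as many called genes was counted for each comparison. Where groups share replicate numbers, only splits that part as many same-numbered pairs were compared, and for comparisons of 2 such groups the share could not go under 0.05. Among these, 1 of 8 splits gave as many genes as the real one in central axons, 8 of 8 in peripheral axons, 1 of 12 in batch 1 somas, 8 of 8 in batch 2 somas and 1 of 8 for central axon against soma. Over all 35 splits of each, the counts were 1, 35, 1, 35 and 1. In peripheral axons and batch 2 somas 0 genes were called, with 514 and 2503 at an unadjusted p under 0.05, so every split is as large by design. For peripheral axon against soma 1 of 35 splits gave as many genes, and for soma batch 1 against 2 it was 1 of 35. For the batch 1 difference of differences, 100 of 100 splits drawn from 192 did, since 0 genes were called (3133 at an unadjusted p under 0.05). For called sets, the counts were 3 of 8 in central axons, 3 of 8 in peripheral axons, 1 of 12 and 1 of 8 in the soma batches, 2 of 8 for central axon against soma and 4 of 35 for peripheral axon against soma. Over all 35 splits the set counts were 11, 11, 1, 2 and 15 for the first 5 of these. By these counts the numbers of called sets are not told apart from chance, except in batch 1 somas over all 35 splits.

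The 2 tables may have been counted with a different handling of strand. Of 16002 expressed genes, 232 had 0 counts in every batch 1 library and were counted in batch 2, and 99.1% of these share exons with an opposite-strand gene, against 35.02% of all. In the other direction there were 7 such genes, of which 1 overlaps. For 135 genes nested in an opposite-strand partner, count density in batch 2 followed that of the partner (Spearman's rho 0.764 across genes), as reads of the partner would give. The median ratio of gene to partner density was 2.10. Partner reads spread evenly along the exons would give equal densities, so they were not shown to account for all these counts. Of the genes called between soma batches, 81.7% overlap such a gene, against 30.4% of the others. Log2 fold changes between the batches followed GC content little (rho 0.0617), and transcript length slightly (rho 0.1003), which leaves length undecided.

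Whether genes called higher in axons than in somas come from the surrounding tissue was tested by asking whether they are also higher in Cre than in control axon libraries. In central axons 58.6% of 1250 genes were not, against 44.9% of all tested genes and 23.0% of the genes lower in axons. This is what RNA of the surrounding tissue would give, and may apply to a part of the list. In peripheral axons the share was 50.2%, hardly above the 46.9% of all tested genes, so the test did not decide it there. The requirement that the share exceed that of all tested genes by at least 10 points was added after these values were seen; without it the peripheral share too would have counted toward tissue RNA.

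The higher ribosomal protein genes in peripheral axon Cre libraries were tested against sets of the same size. Their median of 1.21 was at percentile 100 among 10000 sets matched on transcript length (median 0.42) and at percentile 100 among those matched on GC content (0.13), so neither accounted for it. Reads shared with pseudogenes were not tested, so the pattern cannot be told apart from them, and no gene of the set was called alone. A hypothesis left open is that these transcripts are bound by tagged ribosomes in peripheral axons.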
